# Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia

**DOI:** 10.1186/s12920-016-0174-9

**Published:** 2016-03-09

**Authors:** Yang Wan, Qian Zhang, Zhaojun Zhang, Binfeng Song, Xiaomin Wang, Yingchi Zhang, Qiong Jia, Tao Cheng, Xiaofan Zhu, Anskar Yu-Hung Leung, Weiping Yuan, Haibo Jia, Xiangdong Fang

**Keywords:** DBA, RPL5, RNA-seq, ncRNA-seq, Zebrafish

## Abstract

**Background:**

Diamond–Blackfan anemia (DBA) was the first ribosomopathy associated with mutations in ribosome protein (RP) genes. The clinical phenotypes of DBA include failure of erythropoiesis, congenital anomalies and cancer predisposition. Mutations in RPL5 are reported in approximately 9 ~ 21 % of DBA patients, which represents the most common pathological condition related to a large-subunit ribosomal protein. However, it remains unclear how RPL5 downregulation results in severe phenotypes of this disease.

**Results:**

In this study, we generated a zebrafish model of DBA with RPL5 morphants and implemented high-throughput RNA-seq and ncRNA-seq to identify key genes, lncRNAs, and miRNAs during zebrafish development and hematopoiesis. We demonstrated that RPL5 is required for both primitive and definitive hematopoiesis processes. By comparing with other DBA zebrafish models and processing functional coupling network, we identified some common regulated genes, lncRNAs and miRNAs, that might play important roles in development and hematopoiesis.

**Conclusions:**

Ribosome biogenesis and translation process were affected more in RPL5 MO than in other RP MOs. Both P53 dependent (for example, cell cycle pathway) and independent pathways (such as Aminoacyl-tRNA biosynthesis pathway) play important roles in DBA pathology. Our results therefore provide a comprehensive basis for the study of molecular pathogenesis of RPL5*-*mediated DBA and other ribosomopathies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12920-016-0174-9) contains supplementary material, which is available to authorized users.

## Background

Ribosomopathy is defined as a collection of diseases caused by impaired ribosome biogenesis and function. The clinical phenotypes often consist of bone marrow failure and/or craniofacial or other skeletal defects [1]. Diamond-Blackfan anemia (DBA) (MIM 105650) was the first ribosomopathy to be associated with genetic mutations in ribosomal proteins when a mutation in ribosomal protein S19 (*RPS19)* was first reported in 1999 [2]. It is also known as a rare inherited bone marrow failure syndromes (IBMFS) characterized by the failure of erythropoiesis with normal platelet and myeloid lineages. The disease symptoms usually present within the first year of life. Various associated physical malformation are observed in 30–50 % of DBA cases [3], and cancer predisposition has been reported by cohort studies [4]. Corticosteroids, transfusion therapy and stem cell transplantation are the mainstay of treatment [5]. Since the initial identification of RPS19, approximately 50–60 % of DBA patients have been found to have mutations or deletions in genes encoding ribosomal protein (RP) of both the small and large subunits, including RPS24, RPS17, RPL35A, RPL5, RPL11, RPS7, RPS10, RPS26, RPL26 and RPS29 [6, 7].

Ribosomal protein L5 (RPL5) is part of the 60S ribosomal subunit and is localized in both the cytoplasm and nucleus of eukaryotic cells. Acting as a nucleocytoplasmic shuttle protein, it plays an important role in 5S rRNA intracellular transport during assembly of the large ribosomal subunit [8]. Mutations in RPL5 (MIM 603634) have been reported in approximately 5–10 % of DBA patients [6]. Clinical data have shown that mutations in RPL5 are associated with multiple physical abnormalities in DBA, and this was the first ribosomal protein gene to be associated with cleft lip and/or cleft palate abnormalities in DBA patients [9]. RPL5-mutated induced pluripotent stem cells from DBA patients exhibited defective 60S ribosomal subunit assembly, accumulation of 12S pre-rRNA, and impaired erythropoiesis [10].

The pathogenesis of DBA and how ribosomal defects produce a unique but diverse constellation of DBA abnormalities are still not fully understood. While it appears that in the conditions of RP haploinsufficiency caused by mutation of RP genes, RPL5, RPL11 and 5S rRNA bind to human double minute (HDM2), which regulates the proteasome-dependent degradation of P53 [11]. The abnormal activation of p53 pathway may result in accelerated apoptosis [12]. However, in many studies, both P53-dependent and P53-independent pathways have been confirmed to play a role in DBA pathogenesis [13–15].

In addition to mechanisms of gene regulation, functional studies of microRNAs (miRNAs) (19 ~ 24-nucleotide non-coding single-stranded RNA) and long noncoding RNAs (lncRNAs) (exceed 200 nucleotides non-coding single-stranded RNA) during development and hematopoiesis were reported [16, 17]. For example, miR-145 and miR-146a were identified as mediators of the 5q– syndrome phenotype (another ribosomopathy that primarily affects erythropoiesis) [18]. Several studies have indicated that lncRNAs may have spatial and temporal expression with potentially important roles during development and differentiation in zebrafish [19–21]. Some lncRNAs that are dynamically expressed during erythropoiesis are targeted by key erythroid transcription factors GATA binding protein 1 (GATA1), T-cell acute lymphocytic leukemia 1 (TALI), or Kruppel-like factor 1 (KLF1) [22]. However, the majority of lncRNAs remain uncharacterized, and lncRNAs involved in erythropoiesis are just beginning to be defined.

In this study, we generated zebrafish RPL5 morphants and characterized the deregulated mRNAs, ncRNAs and molecular regulatory networks in RPL5-deficient zebrafish embryos in comparison with controls using high-throughput RNA-seq and ncRNA-seq techniques. The RPL5-targeted central nodes of the mRNA regulatory network that we constructed will help to better understand the pathogenesis of DBA.

## Results

### Hematopoiesis and morphological abnormalities in RPL5 downregulation zebrafish

There are two isoforms of RPL5 (RPL5*a* and RPL5*b*), and the ATG MO that we designed could inhibit both isoforms *in vivo*. The effectiveness of the translation inhibition by RPL5 MO was confirmed by examining green fluorescent fusion protein expression by fluorescence microscopy (Fig. 1a and b). Embryos injected with control MO did not display any morphological changes, while RPL5 deficiency in zebrafish at a low concentration of 0.25 ng/embryo resulted in hematopoietic and developmental abnormalities resembling DBA, including a ventrally bent tail, smaller head and a reduction in the circulating blood cells as early as at 24hpf (Fig. 1c-e). At 48 hpf, hemoglobin-stained blood cells in the heart region were markedly decreased in RPL5 MO, which was partially rescued when P53 MO was co-injected with RPL5 MO, similar to our previous findings for RPS19 MO, RPL11 MO and RPS24 MO (Fig. 1f-k) [23–25]. The expression of the hemangioblast marker T-cell acute lymphocytic leukemia 1 (*scl*) was significantly decreased,as well as the primitive erythroid progenitor marker *gata1* and primitive myeloid progenitor marker Spi-1 proto-oncogene b (*pu1*) in RPL5 MO at 12 hpf. Moreover, the expression of the definitive hematopoietic stem cell markers v-myb avian myeloblastosis viral oncogene homolog (*c-myb*) and runt-related transcription factor 1(*runx1)* was also markedly decreased in RPL5 MO at 48 hpf (Fig. 2). Furthermore, co-injection of RPL5 Mo and P53 MO could partially rescue the primitive, definitive hematopoiesis defects caused by RPL5 MO alone (Fig. 2).

**Fig. 1:**
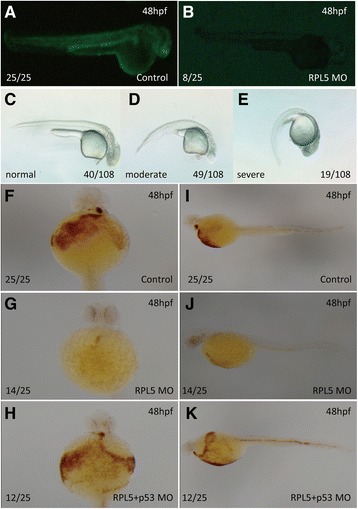
Hemoglobin staining of embryos injected with RPL5 MO and the effectiveness of RPL5 MO. **a**-**b** Embryos co-injected with 25 ng RPL5:*egfp* DNA and 0.25 ng control MO produced green fluorescent protein (**a**), and the expression of the green fluorescent fusion protein was inhibited by co-injection with 0.25 ng RPL5 MO (**b**). **c**-**e** The different phenotype and its ratio of embryos injected with 0.25 ng RPL5 MO **f**-**k** The O-staining results revealed a drastic reduction in the number of hemoglobin-stained blood cells when RPL5 was knocked down (**f** and **i** show the control; **g** and **j** show the RPL5 knockdown), and this was partially rescued by coinjection with P53 MO (**h** and **k**). **a**, **b**, **c**, **d**, **e**,**i**, **j** and **k** show the lateral view; **f**, **g**, and **h** show the ventral view

**Fig. 2:**
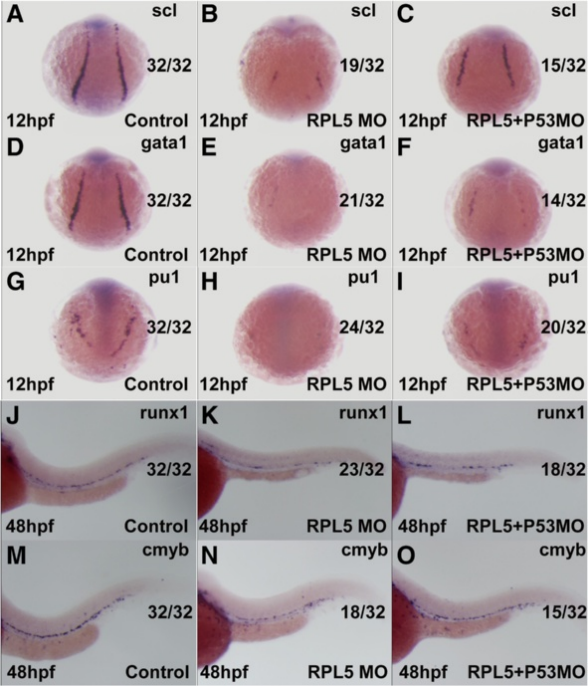
RPL5 is required for both primitive hematopoiesis and definitive hematopoiesis, which are partially mediated the by *P53* pathway in zebrafish. **a**-**c** The expression of *scl* was significantly decreased in RPL5 MO zebrafish and was partly rescued in RPL5 and *P53* double MO zebrafish at 12 hpf. **d**-**i** The expression of *gata1* and *pu1* was significantly decreased in RPL5 MO zebrafish and was partly rescued in RPL5 and *P53* double MO zebrafish at 12 hpf. **j**-**o** The expression of *c-myb* and *runx1* was significantly decreased in RPL5 MO zebrafish and was partly rescued in RPL5 and *P53* double MO zebrafish at 48 hpf

### Differentially expressed genes in RPL5 MO

RNA-seq was used to identify and compare differential expressed genes in RPL5 morpholino (RPL5 MO) and control morpholino (Control) zebrafish embryos. Pair-end deep sequencing was performed on mRNA-seq libraries from these two samples. Using the TopHat and Cufflinks packages, more than 13,000 annotated genes were obtained, accounting for 83 % of the total genes assembled in the Zv9 zebrafish genome. We identified 363 up-regulated genes and 1606 down-regulated genes in RPL5 MO zebrafish (fold-change > 2, and *p*-value < 0.05) (Fig. 3a). The expression levels of 5 of these regulated genes (cirrhosis, autosomal recessive 1A (*cirh1a)*, NOC2-like nucleolar associated transcriptional repressor (*noc2l*), ATP-binding cassette, sub-family E (OABP), member 1(*abce1)*, threonyl-tRNA synthetase (*tars)*, nucleolar protein 6 (*nol6)*) were examined using RT-PCR, and the results confirmed that the expression pattern showed a similarly trend between the RT-PCR and RNA-seq results (Fig. 3b).

**Fig. 3:**
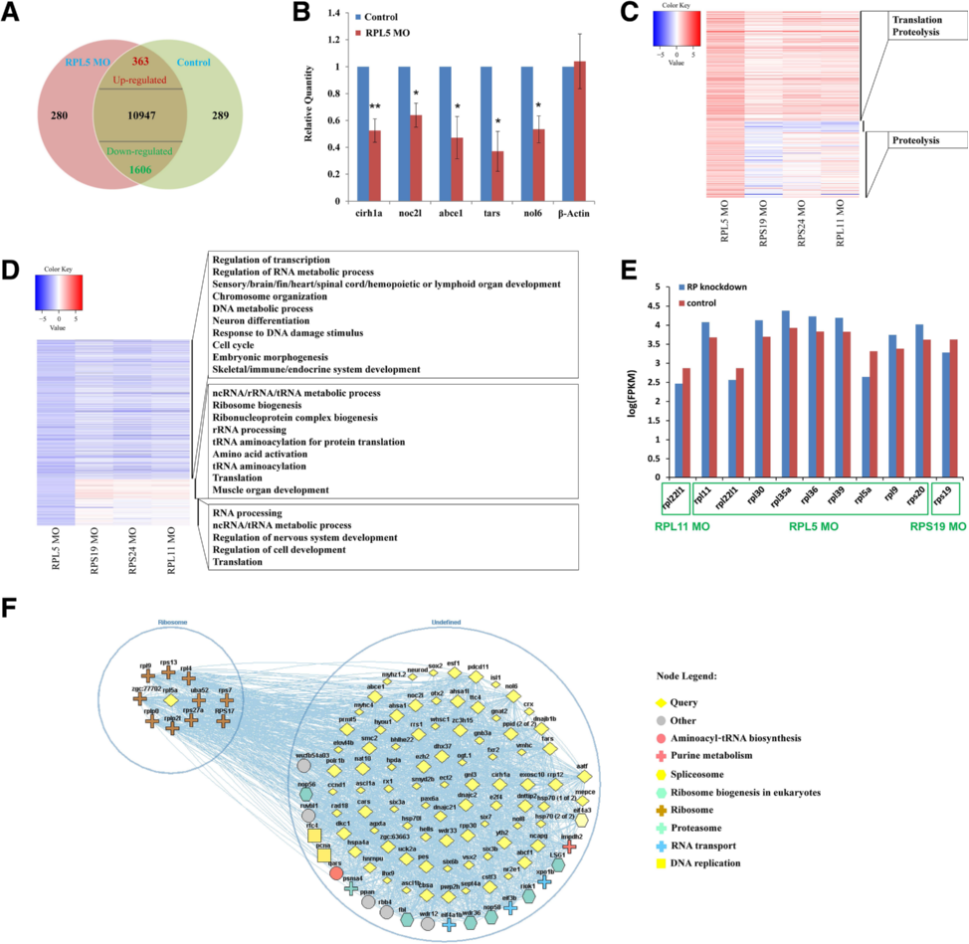
Characterization of RPL5-deficient zebrafish embryos transcriptome and identification of differentially expressed genes. **a** Transcriptome analysis identified 280 genes specifically expressed in RPL5 MO, 289 genes specifically expressed in Control, and 12916 commonly expressed genes. In the commonly expressed genes, 363 significantly up-regulated genes and 1606 significantly down-regulated genes in the RPL5 MO were detected using Cuffdiff (fold-change > 2 and *p*-value < 0.05). Venn diagram summarizes the number of differentially expressed genes, shared and distinct genes expressed in RPL5 MO and Control. **b** Representative experimental validation of the regulated genes by Real-time PCR analysis. Gene expression was represented as mean ± SD and Two-way ANOVA was performed for comparison between Control and RPL5-deficient zebrafish embryos (**P < 0.001, *P < 0.01, *n* = 3). Gene expression in Control samples was normalized to 1. **c**-**d** The expression patterns of up-regulated genes (**c**) and down-regulated genes (**d**), which was detected due to RPL5-deficiency, in other zebrafish models were showed by heatmaps. The corresponding GO enrichment analysis for genes in coordinated regulatory trend, genes in opposite regulatory trend, and genes with no regularities compared with other DBA zebrafish models was performed by DAVID tool. **e** Differentially expressed RP genes were detected in each DBA zebrafish model, which was separately compared with Control to filter the differentially expressed RP genes with threshold of fold-change > 2 and *p*-value < 0.05. **f** Network analysis of differential expressed genes based on FunCoup web source. The yellow diamond represents the significantly differential expressed gene in RPL5-deficient zebrafish embryos (FPKM > 1, fold-change > 2, FDR < 0.05). Other nodes are connected with our query genes by 1-expansion-depth. All the lines represent direct correlation of nodes

Compared with other DBA zebrafish models (such as RPS19 MO zebrafish, RPS24 MO zebrafish, and RPL11 MO zebrafish), these differentially expressed genes showed RPL5 MO had some general characters and little specificity among those models [23–25]. 214 up-regulated expressed genes in RPL5-deficient zebrafish that were related to biological functions of translation and proteolysis, showed the coordinated regulatory trend in other DBA zebrafish models (Additional file 1: Table S1). While 21 of the up-regulated genes in RPL5-deficient zebrafish were down-regulated in other DBA zebrafish models (Additional file 2: Table S2). The remaining 128 up-regulated genes, enriched in the GO term of proteolysis, showed no regularities in other DBA zebrafish models (Fig. 3c). For down-regulated expressed genes in RPL5-deficient zebrafish, 1205 out of them showed coordinated regulatory trends when compared with other models (Additional file 3: Table S3). Based on GO annotation, these genes were found enriched in GO terms of regulation of transcription, RNA/DNA metabolic process, organs and systems development, cell cycle, and so on. While 168 out of down-regulated genes in RPL5 MO, mainly related to translation process, such as ribosome biogenesis, rRNA processing, amino acid activation, and tRNA aminoacylation, had only slightly up-regulated expression in other models (Additional file 4: Table S4). There were still 233 genes with no regular expression trend in these DBA zebrafish models and were enriched in biological functions of RNA processing, regulation of cell development, and translation (Fig. 3d). It is noteworthy that a portion of significantly down-regulated genes was enriched in GO annotation of hematopoietic development, such as dyskeratosis congenita 1 (*dkc1*), CXXC finger protein 1b (*cxxc1)*, WD repeat domain 43 (*wdr43)*, heat shock protein 9 (*hspa9*), ribosomal protein L22-like 1 (*rpl22l1)*, prostaglandin-endoperoxide synthase 2a (*ptgs2a)* and odd-skipped related transcription factor 1 (*osr1)*.

### Genome-wide functional coupling network in RPL5 MO

To understand the interactive relationships among deregulated genes and identify key factors in the abnormal transcriptome of RPL5-deficient zebrafish, we input these genes into the Funcoup framework (http://funcoup.sbc.su.se/search/) to infer genome-wide functional couplings. The network was generated using 1-expansion-depth and grouped nodes for the ribosomal pathway (Fig. 3f). We found that RPL5*a*, which was significantly down-regulated in our data, was functionally coupled with many other ribosomal proteins such as RPS7, RPL9, RPS13, and RPS27, although most of them were not detected by significant expressional changes. More interestingly, these ribosomal targets were also functionally coupled with regulatory genes detected in other DBA zebrafish models. Additionally, *cirh1a*, N-acetyltransferase 10 (*nat10)*, *noc2l*, *dkc1*, *abce1*, *tars*, polymerase (RNA) I polypeptide B (*polr1b)*, activator of heat shock protein ATPase homolog 1a (*ahsa1)*, PWP2 periodic tryptophan protein homolog (*pwp2h)*, programmed cell death 11 (*pdcd11)*, nucleolar protein 6 (*nol6)*, and apoptosis antagonizing transcription factor (*aatf)* were found as central nodes in this network (connectivity > 60), which were not overlapped well with that of networks constructed by regulatory transcriptome of other RP MOs. Based on the literature, many of these genes are associated with the hematopoietic system, ribosome biogenesis and development process [26, 27].

### Deregulated molecular signaling pathways in the RPL5-deficient transcriptome

363 up-regulated genes and 1606 down-regulated genes were mapped to the KEGG pathway database (http://www.genome.jp/kegg/). Down-regulated genes in RPL5-deficient zebrafish were also enriched in several important pathways (Table 1). Spliceosome pathway was enriched by down-regulated genes mainly participating in synthesis of the small nuclear RNAs (snRNA) named U1, U2, U4, U5, and U6, which made up the major spliceosome. Down-regulated genes were also involved in the 4 phases of cell cycle (G1, S, G2, and M), especially DNA replication process in S phase. Another enriched pathway was Aminoacyl-tRNA biosynthesis pathway,which delivers the amino acid to the ribosome for incorporation into the polypeptide chain that is being produced. RPL5-deficient zebrafish showed defects when tRNA was charged to L-Glutamine, L-Alanine, L-Threonine, L-Cysteine, L-Methionine, L-Isoleucine, L-Phenylalanine, and L-Tyrosine. Besides, pathways of notch signaling, base excision repair, lysine degradation, RNA degradation, pyrimidine metabolism, and selenoamino acid metabolism were also enriched by down-regulated genes. Up-regulated genes were mapped preferentially to pathways associated with ribosome, and down-regulated genes were enriched in pathways of spliceosome, cell cycle and so on. (Table 1). We also compared the differentially expressed RP genes in different DBA zebrafish models. There were altogether 9 RP genes, expression of which was significantly changed in RPL5 MO. While rare RP genes were affected by RPS19, RPL11 or RPS24 knockdown (Fig. 3e). Apparently, RPL5 knockdown made more influences on the expression of RP genes compared with other DBA zebrafish models.

**Table 1:** Pathways enriched by regulated genes (fold-change > 2 and *p*-value < 0.05) in RPL5 MO

Expression Pattern	KEGG Pathway	Count	*P*-Value
Up-regulated	Ribosome	10	1.90E-05
Down-regulated	Spliceosome	25	2.80E-07
Down-regulated	Cell cycle	26	4.00E-07
Down-regulated	DNA replication	10	4.40E-04
Down-regulated	Aminoacyl-tRNA biosynthesis	9	1.70E-03
Down-regulated	Notch signaling pathway	11	2.20E-03
Down-regulated	Base excision repair	7	1.80E-02
Down-regulated	Lysine degradation	8	1.90E-02
Down-regulated	RNA degradation	9	3.00E-02

### Characteristic lncRNome expression patterns of RPL5 MO zebrafish and genes correlated with differentially expressed lncRNAs

To determine the effects on global lncRNA transcription profile due to ribosomopathies, we analyzed the lncRNomes of DBA zebrafish models and the Control. Using coding prediction and ORF (open reading frame) identification, we found that 2028 potential lncRNAs were expressed in these zebrafish samples at 48 hpf (Fig. 4a). By unsupervised clustering of expression of all expressed lncRNAs, we found that compared with the Control, the majority of lncRNAs had lower expression in DBA zebrafish models. The expression pattern of genome-wide lncRNAs of RPL5-deficient zebrafish seemed more specific for our previous DBA zebrafish models (RPS19 MO,RPL11 MO and RPS24 MO) that are all clustered together except for the RPL5 MO in this study (Fig. 4b). Next, we identified the differentially expressed lncRNAs between DBA zebrafish models and the Control (Fig. 4c). Compared with genes, there were less commonly regulated lncRNAs between diverse DBA zebrafish models. We found only 7 commonly up-regulated lncRNAs and 8 down-regulated lncRNAs (fold-change > 2, *p*-value < 0.05). In addition, we found that 8 lncRNAs were specifically expressed in the Control sample and 24 lncRNAs were specifically in DBA zebrafish models respectively.

**Fig. 4:**
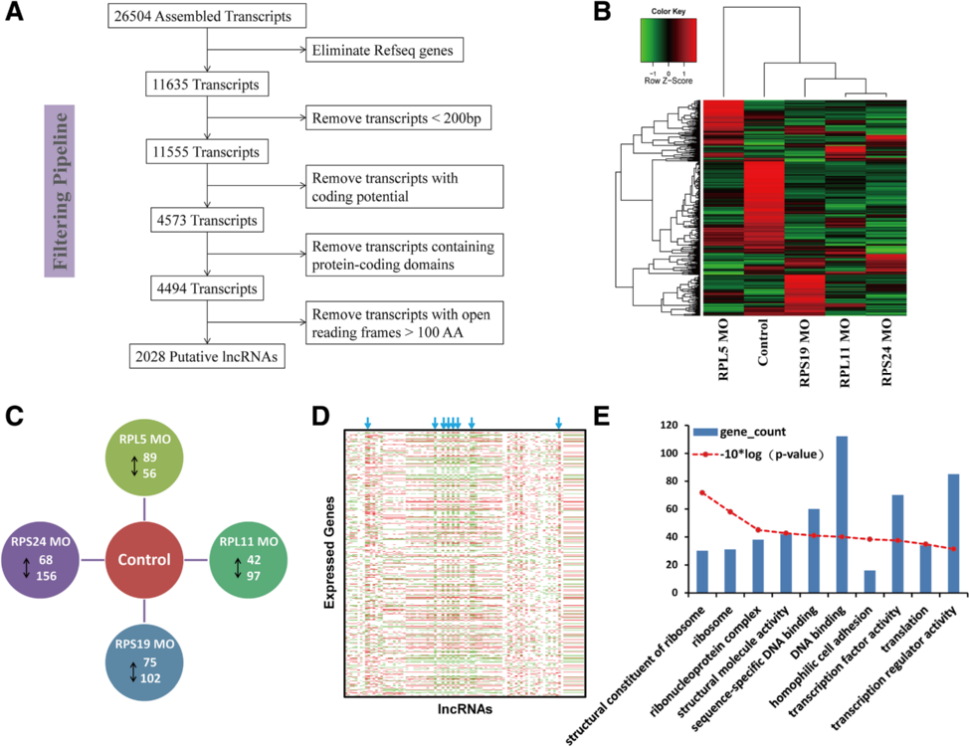
Identification of lncRNAs expressed in DBA zebrafish models. **a** Workflow for lncRNAs discovery. Details are described in “Methods”. **b** Unsupervised clustering of expression of predicted lncRNAs for diverse DBA zebrafish models and Control model. **c** Number of differentially expressed lncRNAs in different DBA zebrafish models compared with Control model, which was detected by R package DEGseq with threshold of fold-change > 2 and *p*-value < 0.05. **d** Correlation heatmap between the expression of lncRNAs and genes. Rows represent genes expressed in one of these zebrafish models, and the columns represent differentially expressed lncRNAs. The correlations between the expression of differentially expressed lncRNA and all genes are calculated by Pearson method. With the threshold of absolute correlation coefficient |R| ≥ 0.8, the significantly correlated gene-lncRNA couplings are colored by red or green. A red color indicates a positive correlation, whereas green bars represent a negative correlation. **e** Top 10 of the GO terms enriched by genes correlated with more than half of total differentially expressed lncRNAs

Since lncRNAs have been demonstrated to be involved in the transcriptional regulation, we explored the effects of the differentially expressed lncRNAs on the expression of genes in DBA zebrafish models. We analyzed the correlation between the expression of each lncRNA and expressed gene. Interestingly, we found that a set of commonly regulated lncRNAs (some were marked by arrows in Fig. 4d), was significantly associated with more than 3000 genes across the whole genome (Additional file 5: Table S5). Using an absolute correlation coefficient cutoff of greater than 0.8, we found a set of highly correlated genes (Fig. 4d). These genes were enriched in GO terms of structural constituent of ribosome, ribonucleoprotein complex and so on (Fig. 4e).

### MiRNAs involved in hematopoiesis and developmental process in RPL5-deficient zebrafish

To understand the observed changes in the miRNome and their biological functions in RPL5-deficient zebrafish embryos, we compared the miRNA expression profiles in RPL5 MO and the control animals. 

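Small RNA of 1 RPL5 MO library and 1 Control library was sequenced. Each library was made from 40 to 50 pooled embryos at 48 hpf, so that a difference between the libraries has no replicate check. The paper gives a morpholino dose of 0.25 ng per embryo, while the sample labels give 2 to 5 ng. The authors clipped the adapters with the FASTX-Toolkit, collapsed identical reads into tags with copy numbers, and assigned the tags to miRNAs with DSAP by homology to miRBase. They deposited the number of reads counted on each of 228 zebrafish miRNAs, without normalization. The total was 965240 miRNA reads in the Control library and 3685333 in the RPL5 MO library, which was 3.82 times as deep. All 228 miRNAs had reads in the RPL5 MO library and 214 had reads in the Control library. The most abundant miRNA of the Control library, dre-miR-206, took 24.7% of its reads, and the most abundant miRNA of the RPL5 MO library, dre-miR-10a, took 22.7%. A count of 3 reads, used here as a floor for a share but not as a filter, is 3.11 RPM (reads per 1000000 miRNA reads) in the Control library and 0.814 RPM in the RPL5 MO library. Fold changes were computed from RPM, and the reads of each miRNA were compared between the libraries by a two-sided Fisher's exact test. That test compares the 2 libraries, not the conditions. Intervals and limits cover counting error only, since each condition had 1 library. They treat reads as independent, but copies of one molecule made by PCR cannot be told apart, so they may be too narrow even for counting error. The counts cover miRNAs, so the mRNA of rpl5 could not be used to check the labels.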

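In the sequencing counts, dre-miR-10a had 159967 reads in the Control library and 835296 in the RPL5 MO library, a fold change of 1.37 in RPM. Its exact 95% interval from 1.36 to 1.37 lies below the fold change threshold of 1.5. No read of dre-miR-722 or dre-miR-737 was counted in the Control library. The RPL5 MO library held 4 reads of dre-miR-722 (two-sided Fisher's exact test, p = 0.587) and 1 read of dre-miR-737 (p = 1 by the same exact test), so that a difference in either was not detectable at this depth. For dre-miR-155, the Control library had 55.9 RPM and the RPL5 MO library 167 RPM. The corresponding values for dre-miR-223 were 13.5 and 42.9 RPM. The RPL5 MO library had 1.63 RPM of dre-miR-142a-3p.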

6 of these regulated miRNAs were confirmed by RT-PCR analysis, and the ncRNA-seq results were validated using specific PCR for results with significant differences (*p*-value < 0.01) between RPL5-deficient zebrafish embryos and Control (Fig. 5b).

**Fig. 5:**
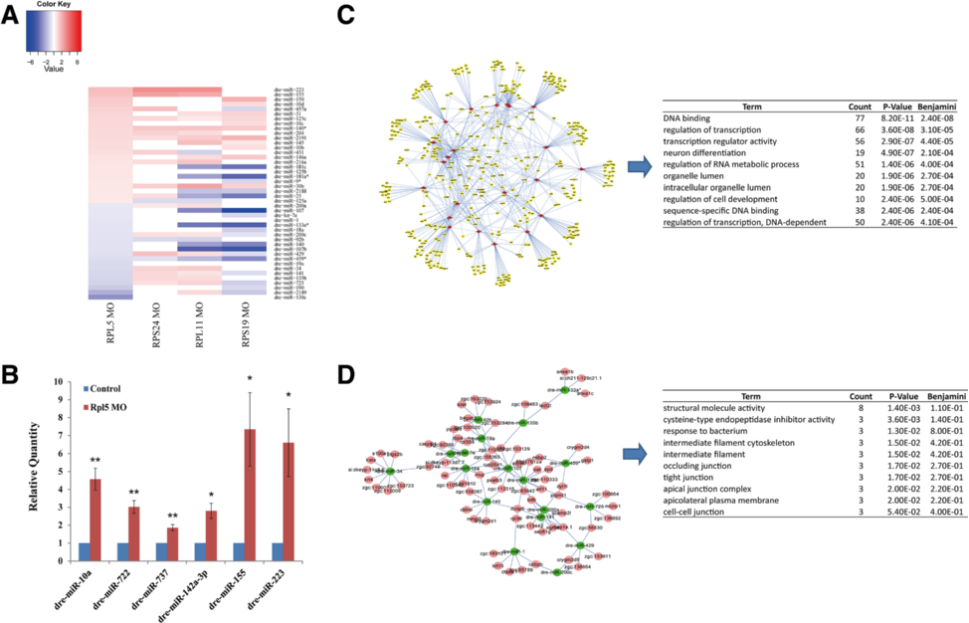
Differential expressed miRNAs and their potential targets in RPL5-deficient zebrafish embryos. **a** The heatmap shows expression pattern of miRNAs, which were significantly regulated with fold-change > 1.5 and *p*-value < 0.05 in RPL5 MO, in all DBA zebrafish models. The red module represents the up-regulated miRNA and the blue module represents the down-regulated miRNA. **b** Representative experimental validation of the regulated miRNAs by Real-time PCR analysis. miRNAs expression was represented as mean ± SD and Two-way ANOVA was performed for comparison between Control and RPL5-deficient zebrafish embryos (**P < 0.001, *P < 0.01, *n* = 3). miRNAs expression in Control samples was normalized to 1. **c**-**d** Overview of the regulatory networks containing differentially expressed miRNAs and their candidate mRNA targets in RPL5-deficient zebrafish embryos. Red/green nodes denote up/down-regulated miRNAs, and pink/yellow nodes denote their potential up/down-regulated mRNA targets. Edges denote the regulatory relationships between miRNAs and their predicted mRNA targets

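Of the 214 miRNAs with reads in both libraries, 26 were higher in RPL5 MO and 22 were lower, with a fold change past 1.5 and a p-value under 0.05 by Fisher's exact test without adjustment. A further 62 miRNAs had a p-value under 0.05 with a smaller fold change. The fold change lay between 1.50 and 3.18 for the up-regulated miRNAs, and 9 of them rose more than 2-fold. For the down-regulated miRNAs it lay between 0.131 and 0.665, and 7 of them fell more than 2-fold. Among regulated miRNAs with at least 100 reads over both libraries, the largest rises on the log2 scale, with 0.5 read added to each library, were those of dre-miR-223, dre-miR-155, dre-miR-10d (1.32), dre-miR-457a (1.12) and dre-miR-31 (1.05). The largest falls were those of dre-miR-190 (-1.34), dre-miR-725 (-1.09), dre-miR-135b (-1.06), dre-miR-141 (-1.03) and dre-miR-34. Regulated miRNAs with fewer than 100 reads fell further. These were dre-miR-130c (-2.88, from 12 Control and 6 RPL5 MO reads), dre-miR-430j (-2.58, from 5 and 3) and dre-miR-2189 (-2.03, from 47 and 44). A further 14 miRNAs had reads in the RPL5 MO library and none in the Control library, and no miRNA was read in the Control library alone. These 14 miRNAs had between 1 and 6 reads each, and the smallest p-value among them by Fisher's exact test was 0.356. With no reads in the Control library, at least 17 reads in the RPL5 MO library would have been needed for a p-value under 0.05. Of the alternatives, an edgeR exact test with an assumed biological coefficient of variation of 0.4 between replicates moved the counts most, to 0 up-regulated and 2 down-regulated miRNAs. With dre-miR-206 left out of the library totals, a setting chosen after the data had been seen, 14 miRNAs were up-regulated and 36 were down-regulated.

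**Figure D1:**
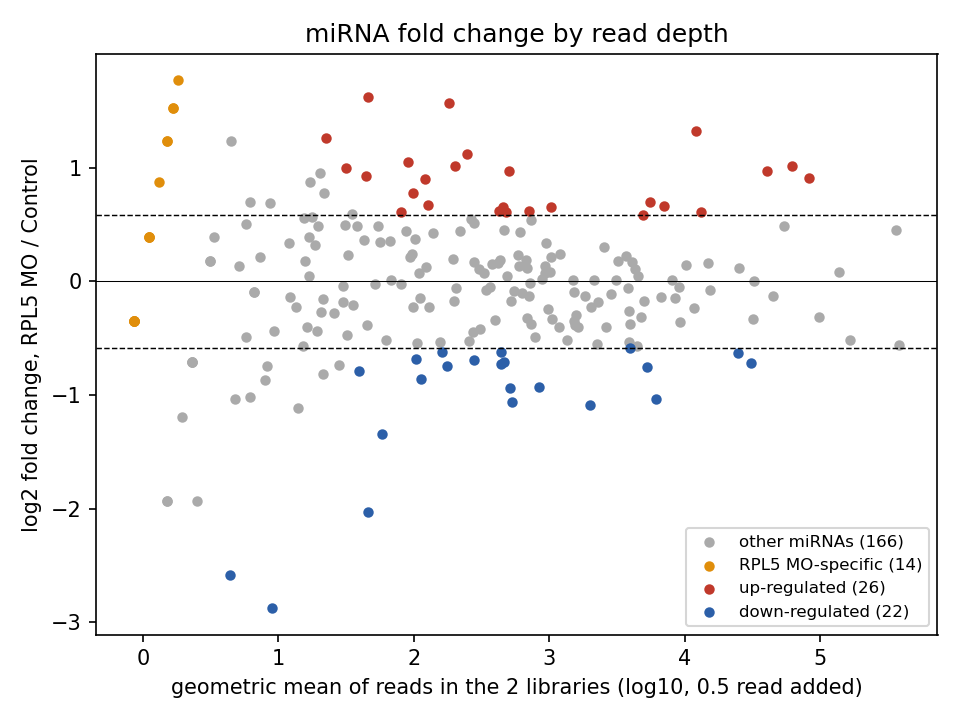
Log2 fold change of each of the 228 miRNAs between the RPL5 MO and Control libraries (y axis, 0.5 read added) against the geometric mean of its reads in both libraries (x axis, log10). Each point is 1 miRNA, dashed lines mark a fold change of 1.5 in either direction, and the 14 RPL5 MO-specific miRNAs (some overlap) lie at the low end of the read depth.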

Using the DEGseq package, we identified 24 up-regulated miRNAs, 20 down-regulated miRNAs and 14 RPL5-deficient specific miRNAs in zebrafish (fold-change > 1.5, *p*-value < 0.05). 

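Of dre-miR-142a-3p, 6 reads were counted in the RPL5 MO library and none in the Control library (p = 0.356, two-sided Fisher's exact test). At the RPL5 MO share, 1.57 Control reads would have been counted. For dre-miR-34b and dre-miR-15a*, with 2 and 1 reads in the RPL5 MO library and none in the Control library, the exact test gave p = 1 for both, and a difference was not detectable at this depth. The log2 fold change of dre-miR-34b was 0.39 with 0.5 read added to each library and -0.35 with 1 read added. dre-miR-150 had 7 reads in the Control library and 68 in the RPL5 MO library, a log2 fold change of 1.26 (exact 95% interval from 0.23 to 2.72). Its p-value of 0.0145 by Fisher's exact test became 0.0612 in an edgeR exact test with an assumed biological coefficient of variation of 0.2. For dre-miR-223, the log2 fold change was 1.62 (exact 95% interval from 0.85 to 2.61), from 13 reads in the Control library and 158 in the RPL5 MO library (Fisher's exact test, p = 4.42e-06; edgeR exact test as for dre-miR-150, p = 0.00383). For dre-miR-155, it was 1.57 (exact 95% interval from 1.18 to 2.01), from 54 and 616 reads (Fisher's exact test, p = 4.13e-19; edgeR exact test, p = 0.000644). With an assumed coefficient of 0.4, none of dre-miR-150, dre-miR-223 and dre-miR-155 passed the thresholds.

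**Figure D2:**
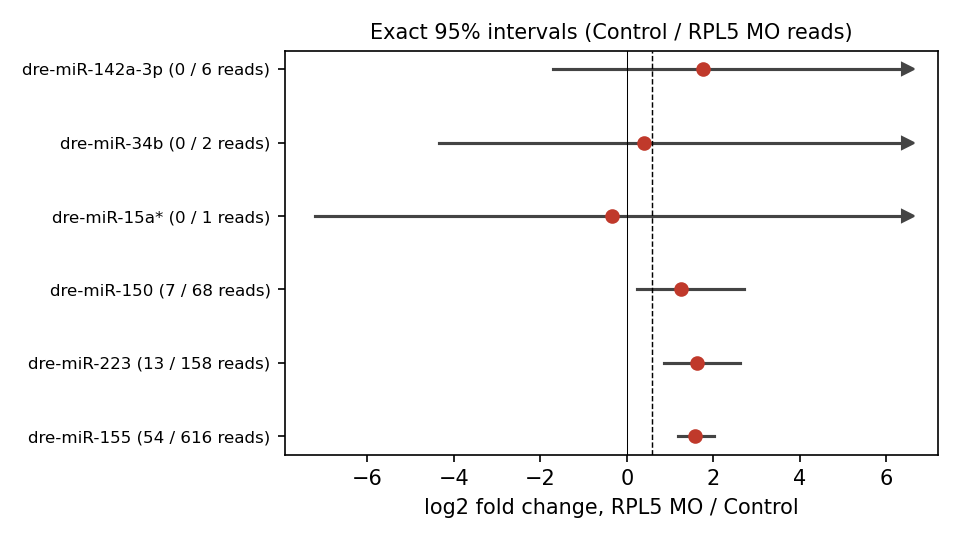
Log2 fold change between the RPL5 MO and Control libraries (x axis) of 6 miRNAs, with 0.5 read added to each library (points) and the exact 95% interval from the reads (lines; an arrow marks an interval with no upper bound). The dashed line marks a fold change of 1.5; the intervals of dre-miR-223 and dre-miR-155 lie above it, and those of the 3 miRNAs without Control reads span 0.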

As previously reported, some of the specifically expressed miRNAs in RPL5 MO (such as Dre-mir-142a-3p, Dre-miR-34b and Dre-miR-15a*) and some miRNAs with two-fold higher expression (such as Dre-miR-150, Dre-miR-223 and Dre-miR-155) are involved in the development and function of the hematological system and most of the above-listed miRNAs participate in normal hematologic functions by regulating the expression of *c-myb* [28–31]. Compared with other DBA zebrafish models, regulatory miRNome of RPL5-deficient zebrafish was more similar to that of RPS19 model than RPS24 model (Fig. 5a). 

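Among the miRNAs of Fig. 5a that the paper names as coordinated among the DBA models, 4 were higher in the RPL5 MO library than in the Control library. The log2 fold change was 1.02 for dre-miR-125c (Fisher's exact test, p = 6.84e-10), 0.97 for dre-miR-140* (p = 1.16e-20), 0.92 for dre-miR-2191 (p = 0.0104) and 0.62 for dre-miR-30b (p = 4.78e-08), all by the same two-sided exact test. dre-miR-459* was lower, with a log2 fold change of -0.86 (Fisher's exact test, p = 3.44e-05). The smallest counts were those of dre-miR-2191, with 16 reads in the Control library and 119 in the RPL5 MO library. With an assumed biological coefficient of variation of 0.2, the p-value of the edgeR exact test was 0.0237 for dre-miR-125c, 0.0234 for dre-miR-140*, 0.104 for dre-miR-2191, 0.150 for dre-miR-30b and 0.0690 for dre-miR-459*. With an assumed coefficient of 0.4, none of these miRNAs passed the thresholds. Totals without dre-miR-206, an alternative added after the data had been seen, shift every log2 fold change by -0.15. That shift takes the fold change of dre-miR-30b below 1.5 and leaves those of dre-miR-125c, dre-miR-140* and dre-miR-2191 past it. The libraries of the other DBA models were not analysed here.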

Interesting, there was 5 miRNAs (dre-miR-125c, dre-miR-140*, dre-miR-2191, dre-miR-30b, dre-miR-459*) showing a coordinated regulatory trend among these DBA zebrafish models.

To determine the influences of regulated miRNAs on gene expression, we used the MicroCosm Targets database (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/) to predict the potential targets for significantly differential expressed miRNAs. We obtained 8799 target genes for up-regulated expressed miRNAs and 7760 target genes for down-regulated expressed miRNAs in RPL5-deficient zebrafish. Then, we analyzed these target genes through comparison with our RNA-seq results. Because the canonical miRNA regulation model suggests that miRNAs repress the expression of their downstream target genes [32], we overlapped down-regulated genes with the predicted targets of up-regulated miRNAs and overlapped up-regulated genes with the predicted targets of down-regulated miRNAs. As a result, we identified 73 significantly up-regulated genes and 405 significantly down-regulated genes as potential targets of regulated miRNAs in RPL5-deficient zebrafish (Fig. 5c-d). GO analysis by DAVID showed that enriched GO categories for the down-regulated targets were primarily associated with regulation of transcription, nerve system development, RNA metabolic process, and cell development.

## Discussion

### RPL5 is required for both primitive and definitive hematopoiesis

Hematopoiesis is a dynamic process consisted of primitive and definitive hematopoiesis based on the type of blood cells generated. Numerous transcription factors are involved in the complex regulation of each stage. In zebrafish, the primitive hematopoiesis starts at ∼ 11 h post fertilization (hpf) in the lateral plate mesoderm (LPM) during somitogenesis [33]. In our RPL5 MO at 12 hpf, primitive hematopoietic stem cell markers and the hemangioblast marker *scl*, which is especially critical for the development of arteries where adult hematopoietic stem cells emerge [34], was significantly decreased. The primitive erythroid progenitor marker *gata1* and primitive myeloid progenitor marker *pu1* two master regulators with a cross-inhibitory relationship that regulates the primitive erythroid and myeloid fates, were also markedly decreased. These data suggest that primitive hematopoiesis is affected by RPL5 downregulation.

The onset of definitive hematopoiesis is marked by the specification of HSCs, which support hematopoiesis throughout the life of a vertebrate. *C-myb* and *runx1* have been used as the earliest markers of definitive hematopoiesis due to their expression in the aorta-gonad-mesonephros (AGM) during HSCs specification. In our RPL5 MO at 48 hpf, the definitive hematopoietic stem cell markers *c-myb* and *runx1* displayed similarly decreased expression pattern. Hemoglobin-stained blood cells in the heart region at 48 hpf were also markedly decreased, similar to the *Rps19* MO, *Rpl11* MO and *RPs24* MO phenotypes that we previously observed (Fig. 1) [23–25].

Some of the significantly down-regulated genes in RPL5 MO also play important roles in primitive and definitive hematopoiesis. For instance, *osr1* is required for the development of hemangioblast [35]. Specific depletion of *cxxc1*, which was identified as a commonly down-regulated genes among the four DBA zebrafish models, inhibited genomic cytosine methylation and primitive hematopoiesis in zebrafish [36]. It has been demonstrated that deficiency of *dkc1* in zebrafish led to reduced definitive hematopoiesis mediated by *P53* [37]. Moreover, *wdr43* was identified as certain subunits required for definitive hematopoiesis [38]. Loss of *hspa9* in zebrafish recapitulated the ineffective hematopoiesis of the myelodysplastic syndromes [39].

In addition, many screened miRNAs were hematopoietic-specific, especially dre-miR-142a-3p, which can result in the loss of hematopoiesis during embryonic development in zebrafish [28]. Moreover, dre-miR-34b, dre-miR-15a* and dre-miR-150, which were thought to target *c-myb*, were significantly up-regulated.

Based on the RPL5 MO phenotypes, expression patterns of key genes and our mRNA-seq and ncRNA-seq results, we believe that RPL5 is closely related to both primitive hematopoiesis and definitive hematopoiesis.

### Ribosome biogenesis were affected more in RPL5 MO than in other RP MOs

Haploinsufficiency of RPs in DBA leads to not only pure red cell aplasia but also developmental defects [3]. Notably, mutation in RPL5 had a higher rate of malformation and was associated with a more severe phenotype than mutations in RPS19 [9]. In zebrafish, knockdown of ribosomal proteins leads to hypoplasia of the yolk sac extension and gross morphological defects in the head region [40]. Our RPL5 MO (0.25 ng/embryo) results showed a more severe defective phenotype, when compared with our previous RPL19 MO (2 ng/embryo), RPL11 MO (0.5 ng/embryo), RPS24 MO (0.5 ng/embryo) results, such as the severe curly tail morphology at 24 hpf and almost invisible expression of hemangioblast marker gene *scl* primitive erythroid progenitor marker *gata1* and myeloid progenitor marker *pu1* at 12 hpf (not shown).

Working as a nucleocytoplasmic shuttle protein RPL5 plays a central role during the process of ribosomal assembly. In this study, using mRNA-seq analysis, we found about 2/3 of total differentially expressed genes in RPL5 MO zebrafish had a concordant variation tendency in expression level with other DBA zebrafish models. These genes were related to functions of translation, regulation of transcription and so on. While the remaining genes (~1/3 of total differential expressed genes in RPL5 MO), which were showing specific expressional changes compared with other DBA zebrafish models, played important roles in proteolysis, ribosome biogenesis and ribonucleoprotein complex biogenesis. Interestingly, the up-regulation of ribosome pathway that was detected by pathway enrichment analysis in RPL5 MO, was not found in other DBA zebrafish models. This apparent acceleration of ribosomal biogenesis processes in RPL5 MO zebrafish may be caused by the feedback adjustments of RPL5 downregulation, but less severe in other DBA zebrafish models. Furthermore, comparing the differentially expressed ribosomal proteins in various DBA zebrafish models, it seems that RPL5 knockdown affects more the expression of ribosomal proteins. Our result confirmed the vital position of RPL5 in ribosome biogenesis and related biological process. It also provided a transcriptomic research basis to explain the special and more severe clinical manifestation of RPL5 mutated DBA patients in comparison with other DBA patients.

Interestingly, the genes correlated with more than half of the differentially expressed lncRNAs were also enriched in GO terms of structural constituent of ribosome and ribonucleoprotein complex. It implicates that RPL5 may have an important role in ribosome biogenesis by regulating some lncRNAs.

### Both P53 dependent and independent pathways such as Aminoacyl-tRNA biosynthesis pathway play important roles in DBA pathology

The role of *P53* pathway played in the pathogenesis of DBA has been clearly demonstrated while the specific regulatory mechanism is still largely unknown. In our current study, the co-injection of *P53* MO could partially rescue the morphological and hematopoiesis defects caused by RPL5 MO. From the transcriptome analysis, although the P53 signaling pathway was not significantly enriched, some genes involved in this pathway were detected significantly regulated, such as *p53*, *mdm4*, cyclin D2 a(*ccnd2a)*, growth arrest and DNA-damage-inducible, alpha a(*gadd45aa)*, growth arrest and DNA-damage-inducible, beta b (*gadd45bb)*, topoisomerase (DNA) II binding protein 1 (*topbp1)*, guanine nucleotide binding protein-like 3 (*gnl3)*, (glycogen synthase kinase 3 beta) *gsk3b*, cyclin D1 (*ccnd1)*, and checkpoint kinase 1 (*chek1)*. Moreover, the direct miRNA targets of P53, that were dre-miR-34a, dre-miR-145 and dre-miR-15a [41], were differentially expressed in RPL5 MO zebrafish when compared with the Control. 

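The counts list dre-miR-34, a name that the zebrafish gene annotation gives for mir34a. It had 361 reads in the Control library and 719 in the deeper RPL5 MO library, a log2 fold change of -0.94 (exact 95% interval from -1.12 to -0.75; Fisher's exact test, p = 4.27e-22). dre-miR-145 rose from 45 to 324 reads, a log2 fold change of 0.90 (exact 95% interval from 0.46 to 1.40; Fisher's exact test, p = 2.10e-05). In an edgeR exact test with an assumed biological coefficient of variation of 0.2, the p-value was 0.0271 for dre-miR-34 and 0.0566 for dre-miR-145. dre-miR-15a had 30 reads in the Control library and 148 in the RPL5 MO library, a log2 fold change of 0.35. Its exact 95% interval from -0.20 to 0.99 includes 0, and the difference did not pass the threshold (Fisher's exact test, p = 0.229). With an assumed coefficient of 0.4, neither dre-miR-34 nor dre-miR-145 passed the thresholds. The paper sets these miRNAs beside regulated genes of the P53 pathway and the partial rescue by P53 MO in its discussion of P53. Its text gives no direction for them, and here dre-miR-34 fell while dre-miR-145 rose. The miRNA counts do not measure P53 activity, so they do not show that it changed.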

P53 also is known to play an important role in some down-regulated genes enriched pathways that were mapped in RPL5-deficient zebrafish. For example, P53 participates in the cell cycle checkpoint control, such as G1/S checkpoint regulation and G2/M DNA damage checkpoint regulation. We found many cell cycle regulation genes were significantly down-regulated in all four phases of the cell cycle.

Based on the transcriptome analysis, we also found some important signaling pathways that were not correlated with P53 directly or indirectly, such as aminoacyl-tRNA biosynthesis pathway. Aminoacyl-tRNA biosynthesis is an important part of the translation process. In our data set, we found that tRNA charged to L-Glutamine, L-Alanine, L-Threonine, L-Cysteine, L-Methionine, L-Isoleucine, L-Phenylalanine, and L-Tyrosine was inhibited by down-regulated genes. These might have some correlation with amino acid L-leucine. It was reported that L-leucine, which increases translation via the mTOR pathway and the phosphorylation of S6K and 4E-BP, resulted in an improvement of anemia in zebrafish models of both DBA and del(5q) syndrome [42]. Another study showed that the administration of L-leucine significantly improved anemia in RPS19-deficient mice, increased the bone marrow cellularity, and alleviated stress hematopoiesis [43]. Thus, we believe that dysfunction in this pathway may lead to DBA symptoms via a reduction in leucine and the translation process.

## Conclusion

Mutations in RPL5 are reported in approximately 9 ~ 21 % of DBA patients, which represents the most common condition related to a large-subunit ribosomal protein. Mutation in RPL5 is associated with a more severe clinical phenotype [9].

In this study, we successfully generated zebrafish RPL5 morphants. Transcriptome deep sequencing was used to characterize the transcriptome profile of RPL5 MO zebrafish by comparing with other DBA zebrafish models and found the common regulated genes, lncRNAs and miRNAs for various kinds of DBA models. Our results show that RPL5 downregulation in zebrafish results in hematopoietic and developmental abnormalities that resemble human DBA. Both primitive hematopoiesis and definitive hematopoiesis were disturbed in RPL5 MO. Ribosome biogenesis and translation process were more affected in RPL5 MO than in other RP MOs, which may explain the clinical specialty of RPL5 mutated DBA patient. Moreover, both P53 dependent and independent pathways such as Aminoacyl-tRNA biosynthesis pathway play important roles in DBA pathology. Since almost all of genes that we screened were conserved in humans, future functional studies in mammalian and human cells are needed to ascertain the role of these pathways and signaling molecules.

## Methods

### Ethics statement

All of the studies using zebrafish were approved by the Animal Care and Use Committee of Huazhong University of Science and Technology.

### Zebrafish embryo maintenance, RPL5 morpholino (MO) microinjection, and hemoglobin staining

Wild-type zebrafish (*Danio rerio*; AB type) were bred and maintained under standard library conditions. Zebrafish embryos were kept in a 28.5 °C incubator, and the embryonic stages evaluated in this study have been previously described [44, 45]. The RPL5 MO (5-ACCCATTTTGTGATCGTTTGTTCTC-3), control MO (5- ACCCGTTTCGTAATCGTCTGTGCTC-3) and *P53* MO (5- GCGCCATTGCTTTGCAAGAATTG-3) were obtained from Gene-Tools, LLC (Philomath, OR, USA). Zebrafish embryos at the one-cell stage were injected with the MOs using a microinjector (WPI SYS-PV830). Based on our initial trials, 0.25 ng RPL5MO and control MO was chosen as the optimal concentration. Injected embryos were grown at 28.5 °C and observed under a microscope. The effectiveness of translational inhibition by RPL5 MO was tested *in vivo* using the RPL5:egfp green fluorescent fusion protein under fluorescence microscopy. The O-dianisidine (Sigma) staining protocols were performed as previously described [23] [24] and images were collected using an Olympus microscope with a digital camera (OLYMPUS IX71) and imported into Adobe Photoshop CS2 9.0.2 for orientation and figure preparation.

### Total RNA isolation, library preparation, and sequencing

Immediately after harvesting, 40–50 pooled embryos at 48 hpf from different experimental replicates were snap-frozen in liquid nitrogen and stored at −80 °C. Total RNA was extracted from pooled embryos using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. RNA concentrations were determined using a NanoDrop 2000 (Thermo Scientific). The integrity of the RNA samples was checked using 1.2 % agarose gel electrophoresis, followed by removal of residual genomic DNA with RNase-free DNase I (Ambion).

Libraries of mRNA and miRNA were constructed using the Illumina mRNA-Seq and ncRNA library preparation kit according to the manufacturer’s instructions, respectively. The concentration and size distribution of the libraries were checked using an Agilent Bioanalyzer DNA 2000 chip (Agilent Technologies), followed by sequencing on an Illumina Hiseq 2000 sequencing platform. The RNA-Seq library was sequenced with 2 × 100 bp in pair-end mode by 100-bp lengths, and the ncRNA library was sequenced in single-end mode by 80-bp lengths. A total of 37–40 million reads were collected for RNA-Seq analysis and 3.8–13.5 million reads for ncRNA analysis.

### Mapping, annotation, and expression difference analysis for mRNA-seq data

Reads were processed and aligned to the UCSC zebrafish reference genome (build Zv9/danRer7, Jul. 2010) using TopHat (version 1.3.3) [46]. TopHat incorporates the Bowtie v0.12.7 algorithm to perform alignments. In brief, TopHat initially removes a portion of reads based on the quality of information accompanying each read and maps qualified reads to the reference genome. The reference index was built using Bowtie with a fasta file for the entire genome of zebrafish, which was downloaded from UCSC (http://genome.ucsc.edu/). Parameters were set by default, but the number of threads to align reads was set at 6. TopHat aligned read files were then entered into the Cufflinks (version 1.2.1) software for further analyses, including transcript assembly, abundance estimation, and differential expression and regulation testing in RNA-Seq samples [47]. To calculate the gene expression intensity, read counts were normalized to the number of fragments per kilobase of transcript per million mapped reads (FPKM) according to the gene length and total mapped reads [48]. Confidence intervals for estimates of FPKM were calculated using a Bayesian inference method [49]. Cuffdiff then performed the differential expression tests at the level of transcripts, primary transcripts and genes [49]. Differential expressed genes were characterized according to the criterion of a fold-change > 2 and *p*-value < 0.05.

### lncRNome identification and characterization

Cufflinks script was used to determine whether the detected transcripts were annotated by Refseq genes of zebrafish genome (build Zv9/danRer7, Jul. 2010). All of the annotated transcripts were eliminated, and the non-annotated transcripts were used for downstream analysis. Next, transcripts with a length more than 200 bp were filtered out for coding potential prediction analysis using Coding Potential Calculator software (CPC, http://cpc.cbi.pku.edu.cn/), which assessed the protein-coding potential of a transcript based on six biologically meaningful sequence features [50]. Transcript whose predicting result from CPC was ‘noncoding’ was considered as noncoding RNA of high potential and kept for the next step analysis [19]. Further, the selected transcripts translated in all 6 reading frames into amino acid sequences were matched to Pfam database by PfamScan, which was used to identify transcripts containing protein-coding domains [51]. For PfamScan, a cutoff e-value of 0.01 was used. Then the remaining transcripts were analyzed by GETORF, which was widely used to find and extract open reading frames (ORFs) (http://emboss.sourceforge.net/apps/cvs/emboss/apps/getorf.html) [52]. Transcripts containing ORFs of more than 300 nucleotides were removed, and the remaining transcripts were classified as putative lncRNAs.

### Mapping, annotation, and expression difference analysis for miRNA-seq data

First, FASTX-Toolkit clipper was used to remove sequencing adapters. Then, we converted the fastq file to a tab-delimited file, which held only the unique sequence read (tag) and the corresponding number of copies. After data preprocessing, we uploaded this file to DSAP (http://dsap.cgu.edu.tw) for the clustering of tags and classification of non-coding small RNAs and miRNAs based on sequencing homology searches against the Rfam and miRBase databases, respectively [53]. The differentially expressed miRNAs were detected with the R package DEGseq using the output data from DSAP. The threshold for filtering out the differentially expressed miRNAs is fold-change > 1.5 and *p*-value < 0.05.

### Gene ontology analysis and network construction

DAVID tool (https://david.ncifcrf.gov) was used for identifying enriched biological themes and discovering enriched canonical pathways in KEGG database [54, 55]. Enriched GO terms with Gene-Count > 5 and *p*-value < 0.05 were accepted for further discussion. We then constructed the functional coupling network for differentially expressed genes using FunCoup v3.0 (http://funcoup.sbc.su.se/search/), which provided an unspecific form of association encompassing direct physical interactions but also more general types of direct or indirect interactions such as regulatory interactions or participation the same process or pathway [56]. In addition, the linkages between genes and miRNAs were constructed based on the targeting information from the MicroCosm Target database (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/). Visualization of the regulatory relationship is implemented by Cytoscape software [57]. The importance of nodes in the networks was measured based on their connectivity, and the core molecules of the networks were considered nodes that were connected with greater numbers of edges.

### Quantitative Real-time PCR and Whole mount in situ hybridization

Real-time PCR of mRNA and miRNA was performed using SYBR Green PCR Master Mix (Fermentas, Guangzhou, China) and the All-in-OneTM miRNA qPCR Kit (GeneCopoeia, Maryland, USA), respectively, according to the manufacturer’s instructions. The experiments were repeated at least in triplicate. The primers for real-time PCR are shown in Additional file 6: Table S6. The digoxigenin-labeled antisense riboprobes were transcribed from a linearized plasmid containing g*ata1*, *pu1*, *scl*, *c-myb* and *runx1* using DIG RNA labeling Mix and T7 RNA polymerase (Roche, USA) [37, 58]. Whole-mount in situ hybridization was conducted as previously described [23].

### Data access

Supporting data sets are available in the Gene Expression Omnibus, with the accession number GSE58347, GSE54270, GSE51326, and GSE45699.

## Additional files

Additional file 1: Table S1. Up-regulated genes in RPL5 MO (fold-change > 2 and *p*-value < 0.05) showed coordinated regulatory trend in other DBA zebrafish models. (DOC 196 kb) Additional file 2: Table S2. Up-regulated genes in RPL5 MO (fold-change > 2 and *p*-value < 0.05) showed opposite regulatory trend in other DBA zebrafish models. (DOC 39 kb) Additional file 3: Table S3. Down-regulated genes in RPL5 MO (fold-change < 0.5 and *p*-value < 0.05) showed coordinated regulatory trend in other DBA zebrafish models. (DOC 976 kb) Additional file 4: Table S4. Down-regulated genes in RPL5 MO (fold-change < 0.5 and *p*-value < 0.05) showed opposite regulatory trend in other DBA zebrafish models. (DOC 159 kb) Additional file 5: Table S5. LncRNAs commonly regulated (fold-change > 2 and *p*-value < 0.05) in DBA zebrafish models and expression patterns correlated with more than 3000 genes (DOC 32 kb) Additional file 6: Table S6. The primers designed for real-time PCR

## Abbreviations

AGM: aorta-gonad-mesonephros
DBA: Diamond-Blackfan anemia
del(5q) MDS: myelodysplastic syndrome with loss of chromosome 5q
hpf: hours post fertilization
HSC: hematopoietic stem cell
IBMFS: inherited bone marrow failure syndromes
iPSC: induced pluripotent stem cell
lncRNA: long noncoding RNA
LPM: lateral plate mesoderm
miRNA: microRNA
MO: morpholino
ORF: open reading frame
RP: ribosomal protein

# Supplementary material for: Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia
**Source:** BMC Med Genomics. 2016 Mar 9;9:13. doi: 10.1186/s12920-016-0174-9
**Supplement:** Additional file 1: Table S1. — Up-regulated genes in RPL5 MO (fold-change > 2 and p-value < 0.05) showed coordinated regulatory trend in other DBA zebrafish models.

**Supplemental Tables**

**Table S1 Up-regulated genes in RPL5 MO (fold-change > 2 and p-value < 0.05) showed coordinated regulatory trend in other DBA zebrafish models.**

# Supplementary material for: Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia
**Source:** BMC Med Genomics. 2016 Mar 9;9:13. doi: 10.1186/s12920-016-0174-9
**Supplement:** Additional file 2: Table S2. — Up-regulated genes in RPL5 MO (fold-change > 2 and p-value < 0.05) showed opposite regulatory trend in other DBA zebrafish models.

**Table S2 Up-regulated genes in RPL5 MO (fold-change > 2 and p-value < 0.05) showed opposite regulatory trend in other DBA zebrafish models.**

| gene_symbol | fc_RPL5 | fc_RPS19 | fc_RPS24 | fc_RPL11 |
| --- | --- | --- | --- | --- |
| LOC568809 | 2.0902342 | 0.7578966 | 0.8189251 | 0.5558349 |
| LOC569000 | 2.0761684 | 0.9851736 | 0.6226967 | 0.4690982 |
| ces3 | 2.3426507 | 0.2281081 | 0.4304435 | 0.4543171 |
| crygm2d11 | 2.7218639 | 0.6791213 | 0.7004869 | 0.3637341 |
| crygm2d15 | 2.6533212 | 0.2436079 | 0.4852001 | 0.1792875 |
| crygm2d16 | 2.915679 | 0.754142 | 0.5252344 | 0.3482235 |
| crygm2d4 | 2.9550777 | 0.7751904 | 0.5524662 | 0.4651827 |
| crygm2d5 | 2.7823752 | 0.6322979 | 0.3957917 | 0.3424905 |
| crygm2d7 | 2.9067097 | 0.7300713 | 0.6424873 | 0.5667397 |
| crygm2d8 | 2.9944349 | 0.897668 | 0.8769687 | 0.551827 |
| ebi3 | 3.4737664 | 0.1078882 | 0.4569149 | 0.6208215 |
| elovl6 | 2.455047 | 0.2157517 | 0.3676508 | 0.4311512 |
| hpdb | 2.0581566 | 0.827795 | 0.5173756 | 0.7482549 |
| oat | 2.2241115 | 0.4502656 | 0.3151168 | 0.561666 |
| rbp4 | 2.1776053 | 0.7507244 | 0.7053753 | 0.724006 |
| zgc:110602 | 6.7283417 | 0.3213814 | 0.9157104 | 0.5298329 |
| zgc:162193 | 2.0123519 | 0.9063183 | 0.7484732 | 0.8214731 |
| zgc:162402 | 4.3786801 | 0.7713938 | 0.8073227 | 0.599003 |
| zgc:165347 | 2.2036264 | 0.6246987 | 0.551719 | 0.3972419 |
| zgc:171792 | 2.1093226 | 0.6940154 | 0.4838862 | 0.2775437 |
| zgc:86723 | 3.066954 | 0.7317852 | 0.5468263 | 0.3720781 |

# Supplementary material for: Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia
**Source:** BMC Med Genomics. 2016 Mar 9;9:13. doi: 10.1186/s12920-016-0174-9
**Supplement:** Additional file 3: Table S3. — Down-regulated genes in RPL5 MO (fold-change < 0.5 and p-value < 0.05) showed coordinated regulatory trend in other DBA zebrafish models.

**Table S3 Down-regulated genes in RPL5 MO (fold-change < 0.5 and p-value < 0.05) showed coordinated regulatory trend in other DBA zebrafish models.**

# Supplementary material for: Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia
**Source:** BMC Med Genomics. 2016 Mar 9;9:13. doi: 10.1186/s12920-016-0174-9
**Supplement:** Additional file 4: Table S4. — Down-regulated genes in RPL5 MO (fold-change < 0.5 and p-value < 0.05) showed opposite regulatory trend in other DBA zebrafish models.

**Table S4 Down-regulated genes in RPL5 MO (fold-change < 0.5 and p-value < 0.05) showed opposite regulatory trend in other DBA zebrafish models.**

# Supplementary material for: Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia
**Source:** BMC Med Genomics. 2016 Mar 9;9:13. doi: 10.1186/s12920-016-0174-9
**Supplement:** Additional file 5: Table S5. — LncRNAs commonly regulated (fold-change > 2 and p-value < 0.05) in DBA zebrafish models and expression patterns correlated with more than 3000 genes

**Table S5 LncRNAs commonly regulated (fold-change > 2 and p-value < 0.05) in DBA zebrafish models and expression patterns correlated with more than 3000 genes**

| **Locus** | **FPKM in Control** | **FPKM in RPL11** | **FPKM in RPL5** | **FPKM in RPS19** | **FPKM in RPS24** | **Number of correlated genes** |
| --- | --- | --- | --- | --- | --- | --- |
| chr2:40268840-40271962 | 2.91352 | 1.27309 | 2.54751 | 1.19642 | 0.836629 | 3775 |
| chr9:20828527-20830579 | 0.067476 | 1.22653 | 0.579036 | 1.81806 | 1.79742 | 3755 |
| chr4:48079733-48080742 | 2.24734 | 0.542896 | 1.86791 | 0.343783 | 0.271995 | 3732 |
| chr2:23611814-23614038 | 2.56123 | 1.04127 | 2.00911 | 0.87215 | 0.660505 | 3693 |
| chr21:26686909-26688701 | 0.826776 | 0.125121 | 0.819824 | 0.182092 | 0.088972 | 3608 |
| chr6:14971188-14972634 | 1.56389 | 0.37702 | 1.10996 | 0.26897 | 0.286638 | 3501 |
| chr7:74751006-74752902 | 0.826117 | 0.19529 | 0.657966 | 0.170495 | 0.166719 | 3493 |
| chr22:2890140-2890961 | 0 | 0.34114 | 0.106916 | 0.926627 | 0.838533 | 3414 |
| chr24:11807202-11808164 | 3.31437 | 8.21007 | 3.9583 | 8.18349 | 15.2278 | 3277 |
| chr8:38391146-38392280 | 1.25089 | 0.219167 | 0.685157 | 0.136994 | 0.077501 | 3209 |

# Supplementary material for: Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia
**Source:** BMC Med Genomics. 2016 Mar 9;9:13. doi: 10.1186/s12920-016-0174-9
**Supplement:** Additional file 6: Table S6. — The primers designed for real-time PCR

**Table S6** The primers designed for real-time PCR

| **Genes/miRNAs** | **Primers** |
| --- | --- |
| cirh1a | forward primer: caggcaatcaacaaggaaca  reverse primer: gaagggtgccaggatagaga |
| noc2l | forward primer: ttcaattccctcgtcctgtt  reverse primer: tctgccacctggtacttgaa |
| abce1 | forward primer: ggagaaggaaaccacacaca  reverse primer: ccaggattttgagagcagtg |
| tars | forward primer: cgagtaatgatttcccctgt  reverse primer: tcctgcacttgaacttgttg |
| nol6 | forward primer: gggcctgctactcctcatta  reverse primer: ggccacaccctctctaaaag |
| β-Actin | forward primer: agatcaagatcattgctccccc  reverse primer: ggccatttaaggtggcaaca |
| dre-miR-10a | gccaaattcgtgtcttggggaata |
| dre-miR-722 | gcttttttgcagaaacgtttcagatt |
| dre-miR-737 | gcgcaatcaaaacctaaagaaaata |
| dre-miR-155 | gcttaatgctaatcgtgatagggg |
| dre-miR-223 | gctgtcagtttgtcaaatacccc |
| dre-miR-142a-3p | gctgtagtgtttcctactttatgga |

How the deposited data were processed for this re-analysis (not part of the article)

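Small RNA from 1 pool of Control embryos and 1 pool of RPL5 MO embryos at 48 hpf was sequenced. The authors removed adapters with the FASTX-Toolkit, collapsed identical reads into tags with copy numbers, and assigned the tags to miRNAs with DSAP by homology to miRBase. The values that the authors deposited are read counts per miRNA without normalization. The mismatches allowed and the handling of tags that match several miRNAs are not named in the paper's text, and counts of near-identical miRNAs are uncertain for this reason. The Control library held 965240 miRNA reads and the RPL5 MO library 3685333.

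From these counts, fold changes were computed in RPM (reads per 1000000 miRNA reads). As in the paper, a miRNA was called regulated with a fold change past 1.5 and an unadjusted p-value under 0.05, and miRNAs with reads in 1 library only were counted apart. The paper used DEGseq, and its text does not name the method within DEGseq. The main test was a two-sided Fisher's exact test of the reads of one miRNA against all other miRNA reads, which compares the 2 libraries and not the conditions. A quasi-likelihood test could not be fitted with 1 library per group. Log2 fold changes of named miRNAs were computed with 0.5 read added to each library. Their 95% intervals are exact Clopper-Pearson intervals from the reads without this addition, and cover counting error only.

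The named miRNAs are those that the paper names for RPL5 MO, and the 5 largest rises and 5 largest falls among regulated miRNAs with at least 100 reads over both libraries. This rule, the main test and the alternatives below were set before the data were examined, but after the paper and its figures had been read. The alternatives set then were TMM normalization, DESeq2 size factors, totals without the most abundant miRNA, the MA-plot random sampling model of DEGseq written out from its formula, edgeR exact tests with an assumed biological coefficient of variation of 0.2 or 0.4, Benjamini-Hochberg adjustment, a minimum of 10 reads, a pseudocount of 1 and down-sampling of the deeper library in 1000 draws. Further alternatives were added after the data had been seen. These were the random sampling model with a p-value under 0.001, totals without dre-miR-206 or without the 3 most abundant miRNAs for the numbers of regulated miRNAs, and totals without the most abundant miRNA for the miRNA families.

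Arm shares were compared in 17 hairpins with at least 10 reads of each arm over both libraries. Medians of miRNA families were placed among 10000 random lists matched on expression in 10 bins. Names were matched to zebrafish miRNA genes of the GRCz12tu annotation for 224 of 228 listed miRNAs. The annotation was used for names and neighbours alone. The tests were tested on simulated data with 40 of 228 miRNAs changed 2-fold. The 40 were drawn from miRNAs with at least 100 reads over both libraries. The simulation held sampling noise but no spread between pools, and was not repeated. Its recovery therefore does not cover rarer miRNAs, and its false calls do not cover such spread. Fisher's exact test recovered 37 of the 40 and made 7 false calls among 188 unchanged miRNAs, and the random sampling model recovered 37 and made 9 false calls. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The mRNA and lncRNA data, and the miRNA libraries of the other DBA models, were not analysed here.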

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

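The tests of dre-miR-27a and dre-miR-460-3p were chosen after their values had been seen. Both miRNAs passed the thresholds upward in RPL5 MO and are not among the miRNAs that the paper names or that were read from Fig. 5a. Without a pseudocount, the log2 fold change was 0.63 for dre-miR-27a, from 33 reads in the Control library to 195 in the RPL5 MO library, and 1.05 for dre-miR-460-3p, from 11 to 87 reads. Sampling noise between the 2 libraries was tested by adjusting Fisher's exact p over all 228 listed miRNAs, which gave 0.0379 for both. Reads shared with near-identical miRNAs remain open for dre-miR-27a. The reads of miR-27b to miR-27e together had a log2 ratio of 0.24, so they did not fall, but sharing at the counting step cannot be seen in the counts. The choice of library totals matters for dre-miR-27a as well. Totals without dre-miR-206, an alternative added after the data had been seen, shift every log2 fold change by -0.15. That shift takes the fold change of dre-miR-27a below 1.5 and leaves that of dre-miR-460-3p past it. Spread between pools of embryos also remains open. With an assumed biological coefficient of variation of 0.2, the edgeR exact test gave p = 0.205 for dre-miR-27a and 0.102 for dre-miR-460-3p. The rises cannot be told apart from that spread, and an effect of RPL5 MO was not tested with replicates.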

How the results depend on the processing

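The numbers of up-regulated and down-regulated miRNAs stayed within 1.5 times the main counts of 26 and 22 under TMM normalization, DESeq2 size factors, totals without the most abundant miRNA, the MA-plot random sampling test, Benjamini-Hochberg adjustment, a minimum of 10 reads and the inclusion of specific miRNAs with a pseudocount of 1. Across these settings, the numbers ranged from 26 to 31 up-regulated and from 15 to 24 down-regulated miRNAs. The inclusion of specific miRNAs could add no call, since their smallest p-value by Fisher's exact test was 0.356. Leaving the most abundant miRNA over both libraries, dre-miR-10a, out of the totals moved every log2 fold change up by 0.11 and gave both 31 and 15. With 2 alternatives added after the data had been seen, the counts moved further. Totals without dre-miR-206 shifted every log2 fold change by -0.15 and gave 14 up-regulated and 36 down-regulated miRNAs, and totals without the 3 most abundant miRNAs also gave 14 and 36, with a shift of -0.14. With an edgeR exact test and an assumed biological coefficient of variation of 0.2, 10 up-regulated and 8 down-regulated miRNAs were left, and with 0.4 there were 0 and 2. These settings allow for a spread between replicates that Fisher's exact test leaves out, and the real spread is not known with 1 library per group.

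The number of RPL5 MO-specific miRNAs fell from 14 to 0 when a p-value under 0.05 by Fisher's exact test was also required, and to 0 when at least 10 reads were required. After down-sampling the RPL5 MO library to the total of the Control library, the median was 7 RPL5 MO-specific and 5 Control-specific miRNAs, against 14 and 0 at full depth. The depth thus limits this result, since none of the 14 had more than 6 reads. The number of hairpins with a different arm share was 8, and it was 7 after Benjamini-Hochberg adjustment and 8 with at least 50 reads of each arm.

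Of the 24 named miRNAs, 5 no longer passed the thresholds with an assumed coefficient of variation of 0.2, and 17, all that had passed in the main test, no longer passed with 0.4. The direction of dre-miR-34b reversed with a pseudocount of 1, to a log2 fold change of -0.35, because it had no Control read and 2 RPL5 MO reads. The median log2 fold change of the miR-430 family reversed from -0.13 to 0.039 with a minimum of 10 reads, which leaves out dre-miR-430j with its 5 Control reads and 3 RPL5 MO reads. The median of the p53-linked miRNAs reversed from -0.089 to 0.021 without the most abundant miRNA in the totals, an alternative added to the families after the data had been seen, through the shift of 0.11 given above. Totals without dre-miR-206 were not run for the named miRNAs. The shift of -0.15 from these totals takes the fold change of dre-miR-30b below 1.5. No paired analysis was possible because each group has 1 library.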

Differences from the paper's values

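The paper's RT-PCR fold change of dre-miR-10a is about 4.6 in Fig. 5b, read by eye, and the fold change in the sequencing counts was 1.37. For dre-miR-737, the paper's value is about 1.9 in Fig. 5b, read by eye, against 0.786 here, which rests on 1 read in the RPL5 MO library, none in the Control library and a pseudocount of 0.5. For dre-miR-155, the paper's value is about 7.3 in Fig. 5b, read by eye, against 2.96. For dre-miR-223, it is about 6.6 in Fig. 5b, read by eye, against 3.08. For dre-miR-722, the paper's value is about 3.0 in Fig. 5b, read by eye, against 2.36 with a pseudocount of 0.5 and 1.31 with a pseudocount of 1. For dre-miR-142a-3p, it is about 2.8, read by eye, against 3.40 and 1.83 with these pseudocounts. Neither had a read in the Control library, so a difference from the paper cannot be shown for them. The paper's errors are SDs. TMM normalization, DESeq2 size factors, totals without the most abundant miRNA and a pseudocount of 1 were set as alternatives before the data were examined. None of them closed the gap for dre-miR-10a, dre-miR-155 or dre-miR-223. The 3 scalings move a log2 fold change by at most 0.11, so they could not have closed gaps of this size. For dre-miR-737, the exact 95% interval of the sequencing fold change, from 0.00672 with no upper bound, contains the paper's value, so no difference is shown. For dre-miR-223, the exact 95% interval from 1.81 to 6.11 reaches into the paper's SD.

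The paper's numbers of regulated miRNAs are 24 up-regulated and 20 down-regulated, against 26 and 22 here, which is within 1.5 times. The random sampling test with a p-value under 0.001, which was chosen after seeing the values, gave 24 and 20, and these are the miRNAs read from Fig. 5a. That threshold is not the one the paper states. The paper's number of RPL5 MO-specific miRNAs, 14, was also found here.

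The miRNAs of Fig. 5a, read by eye, do not include 4 that passed the thresholds here. These were dre-miR-27a (fold change 1.55) and dre-miR-460-3p (2.07), which were higher, and dre-miR-18b (0.584) and dre-miR-430j (0.157), which were lower. Fig. 5b shows dre-miR-10a by RT-PCR among the regulated miRNAs, while Fig. 5a, read by eye, does not include it, and its fold change here was below 1.5. The paper describes dre-miR-15a as differentially expressed, and its p-value was 0.229 by Fisher's exact test. The paper describes dre-miR-34b and dre-miR-15a* as significantly up-regulated, and the same exact test gave p = 1 for both.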

Other observations

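The tests of the miRNA families, the neighbouring genes, the random sampling model, the spread between pools, the other abundant miRNAs in the totals and GC content were chosen or written down after results that bear on them had been seen. For the families, this was Fig. 5a of the paper, which shows members of most of them from the same libraries.

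Greater depth of the RPL5 MO library is a candidate explanation for the larger number of RPL5 MO-specific than Control-specific miRNAs. In 1000 down-samplings of the RPL5 MO library to 965240 reads, the median was 7 RPL5 MO-specific and 5 Control-specific miRNAs, and in 30.9% of the draws the RPL5 MO library had no more specific miRNAs than the Control library. The excess is therefore not told apart from depth.

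For the numbers of up- and down-regulated miRNAs, 100 random splits of the pooled reads into libraries of the real totals gave at most 8 miRNAs past the thresholds, so that sampling noise between the 2 libraries alone does not give 26 and 22. Leaving dre-miR-10a, the most abundant miRNA over both libraries, out of the totals changed the counts by at most 1.47 times, but this covers 1 of the abundant miRNAs. Other abundant miRNAs in the totals were tested by leaving out dre-miR-206, or the 3 most abundant miRNAs, and each changed the counts by up to 1.86 times, to 14 up-regulated and 36 down-regulated miRNAs. The split between up-regulated and down-regulated miRNAs thus depends on which abundant miRNAs are in the totals. With an assumed biological coefficient of variation of 0.2, 10 up-regulated and 8 down-regulated miRNAs were left, and with 0.4, 2 miRNAs in all. The real spread between pools of embryos is not known, so how many of the regulated miRNAs exceed it cannot be told. A check of GC content or length was void, since sequences were at hand for 2.63% of the listed miRNAs.

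The share of the 2 arms of a hairpin does not depend on the normalization between libraries. It differed in 8 of 17 hairpins by Fisher's exact test, while random splits of the pooled reads gave at most 3, which goes against sampling noise between the 2 libraries. The share of dre-miR-140* among the reads of its hairpin was 38.7% in the Control library (exact 95% interval from 34.3% to 43.3%) and 67.2% in the RPL5 MO library (from 65.1% to 69.2%), with an adjusted p of 1.35e-28 by Fisher's exact test. The opposite change of its 2 arms can also be read from Fig. 5a. The share of dre-miR-9* rose from 1.55% to 2.96% and that of dre-miR-181a* from 0.608% to 0.902%. The share of dre-miR-30e* fell from 41.1% to 33.1%, and that of dre-miR-199* from 63.9% to 58.7%. The hypothesis that RPL5 MO alters which arm is kept cannot be told apart from a spread between pools, which was not tested here. Nor can it be told apart from differences in library preparation. The arms were paired by miRNA name, and 132 of the 224 miRNAs matched to a gene had a single gene. A share can thus pool several hairpins, so a changed share need not mean a changed choice of arm.

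Of the families, the miR-10 family had a median log2 fold change of 0.65, at the 99.8th percentile of random lists matched on expression. The miR-200 family had a median of -0.71 with 4 of 5 members lower, at the 0.965th percentile, and the leukocyte miRNAs had a median of 0.98 with 5 of 6 members higher, at the 99.97th percentile. The exceptions were dre-miR-200b (0.16) and dre-miR-146b (-0.34). Among the higher leukocyte miRNAs, dre-miR-142a-5p (0.39, from 7 and 37 reads, Fisher's exact test, p = 0.577) was not distinguishable from no change. In the miR-10 family, dre-miR-99 (0.10; Fisher's exact test, p = 0.446) and dre-miR-100 (0.01; p = 0.866 by the same exact test) were not distinguishable from no change, and both turn negative with the shift of -0.15 from totals without dre-miR-206. Another scaling adds the same constant to every miRNA, here smaller than these medians, so the scaling alternatives were no test of their direction. Fig. 5a shows 6, 4 and 4 of their members, so these lists were not chosen independently of the result, and the percentiles show no more than the figure does. The other medians were not outlying among the random lists, at percentiles of 37.4 for miR-430, 6.53 for let-7, 3.16 for miR-17~92, 5.45 for muscle, 27.4 for p53-linked and 61.7 for neural miRNAs. The erythroid list had too few members with reads. Its dre-miR-451 had a log2 fold change of 0.78 (Fisher's exact test, p = 0.00107) and dre-miR-144, which is encoded next to it, -0.28 (p = 0.525 by the same exact test).

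For 40 pairs of miRNAs from neighbouring genes at most 10000 bp apart, the median difference in log2 fold change was 0.31, against 0.51 after shuffling, and 1.51% of 10000 shuffles within 3 bins of expression level gave a difference as small. The expression level of the miRNAs did not account for it in this test. Many pairs share a miRNA, and 24 of the 40 changed in the same direction. Shared transcription may contribute, but reads shared between near-identical neighbours were not tested.

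The MA-plot random sampling test passed 30 up-regulated and 24 down-regulated miRNAs at a p-value under 0.05. In random splits of the pooled reads at the real totals, where no miRNA differs, it gave a p-value under 0.05 for 11.0% of miRNAs, against 4.91% with equal totals and 4.34% for Fisher's exact test at the real totals. Unequal library totals are a candidate explanation for its larger counts.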
